# Identification of novel monosodium urate crystal regulated mRNAs by transcript profiling of dissected murine air pouch membranes

**DOI:** 10.1186/ar2435

**Published:** 2008-06-03

**Authors:** Frank Pessler, Christian T Mayer, Sung Mun Jung, Ed M Behrens, Lie Dai, Joseph P Menetski, H Ralph Schumacher

## Abstract

**Introduction:**

The murine air pouch is a bursa-like space that resembles the human synovial membrane. Injection of monosodium urate (MSU) crystals into the pouch elicits an acute inflammatory response similar to human gout. We conducted the present study to identify mRNAs that were highly regulated by MSU crystals in the pouch membrane.

**Methods:**

Air pouch membranes were meticulously dissected away from the overlying skin. Gene expression differences between MSU crystal stimulated and control membranes were determined by oligonucleotide microarray analysis 9 hours after injection of MSU crystals or buffer only. Differential regulation of selected targets was validated by relative quantitative PCR in time course experiments with dissected air pouch membranes and murine peritoneal macrophages.

**Results:**

Eleven of the 12 most highly upregulated mRNAs were related to innate immunity and inflammation. They included mRNAs encoding histidine decarboxylase (the enzyme that synthesizes histamine), IL-6, the cell surface receptors PUMA-g and TREM-1, and the polypeptides Irg1 and PROK-2. IL-6 mRNA rose 108-fold 1 hour after crystal injection, coinciding with a surge in mRNAs encoding IL-1β, tumour necrosis factor-α and the immediate early transcription factor Egr-1. The other mRNAs rose up to 200-fold within the subsequent 3 to 8 hours. MSU crystals induced these mRNAs in a dose-dependent manner in cultured macrophages, with similar kinetics but lower fold changes. Among the downregulated mRNAs, quantitative PCR confirmed significant decreases in mRNAs encoding TREM-2 (an inhibitor of macrophage activation) and granzyme D (a constituent of natural killer and cytotoxic T cells) within 50 hours after crystal injection.

**Conclusion:**

This analysis identified several genes that were previously not implicated in MSU crystal inflammation. The marked rise of the upregulated mRNAs after the early surge in cytokine and Egr-1 mRNAs suggests that they may be part of a 'second wave' of factors that amplify or perpetuate inflammation. Transcript profiling of the isolated air pouch membrane promises to be a powerful tool for identifying genes that act at different stages of inflammation.

## Introduction

The murine air pouch is an easily accessible bursa-like space that can be produced *de novo *in the dorsal subcutaneous tissue [1]. Within several days of injecting a small volume of air (2 to 3 ml), a membrane of several layers of cells, which consist mostly of fibroblasts, mononuclear cells and small blood vessels, grows around this air-filled space [1]. This membrane resembles the synovial membrane histologically and has important properties of the synovial lining, such as hyaluronic acid synthesis [2] and expression of the Ia antigen [1]. Inflammatory substances or micro-organisms can be injected easily into the pouch, leading to different forms of inflammation depending on the agent used. For instance, inflammation caused by monosodium urate (MSU) [3] and calcium pyrophosphate crystals [4], carrageenan [4], joint prosthesis debris [5] and bacterial cell wall components [6] has been studied in this model.

Gene profiling of intact tissues is potentially hampered by the presence of adjacent noninflamed tissue, which increases the complexity of the tissue and introduces background 'noise'. Upon incision of the overlying dorsal skin, the air pouch membrane appears relatively loosely attached to the overlying subcutaneous tissue. We thus reasoned that it should be possible to dissect the membrane away from the overlying tissues and use this isolated membrane to study tissue-wide gene expression changes in an inflamed tissue of minimal complexity. Here, we report a dissection method leading to the isolation of the pouch membrane from the surrounding tissue. Microarray analysis of dissected inflamed and control membranes, coupled with validation of differential expression by relative quantitative polymerase chain reaction (qPCR), revealed a high yield of genes involved in innate immune responses and identified highly inducible mRNAs that were previously not implicated in crystal-induced inflammation.

## Materials and methods

### Air pouches

Figure 1a outlines the sequence of events of the air pouch experiments. Air pouches were raised on the backs of 6- to 8-week-old female BALB/c mice (Taconic, Tarrytown, NY, USA) by subcutaneous injection of 3 ml filtered air [1,7]. Pouches were re-inflated on day 3 with an additional 2 ml filtered air. MSU crystals were prepared in accordance with the method proposed by McCarty and Faires [8] and were determined to be free from endotoxin using the Gelclot LAL reagent (Charles River Labs, Wilmington, MA, USA). Aliquots from the same batch were used for all experiments. A suspension of 2 mg MSU crystals in 1 ml sterile endotoxin-free phosphate-buffered saline (PBS) was injected into the pouch on day 6. To verify the time points of peak and natural resolution of inflammation in the pouch, a 50-hour time course experiment was performed during which pouch exudate leukocyte counts were determined at several time points after injection of MSU crystals. In agreement with our previous findings [9], the leukocyte count rose 56-fold from 0 to 9 hours and then subsided, returning close to baseline by 50 hours (Figure 1b). Negative control pouches (*n* = 5) were injected with 1 ml PBS and harvested at 9 hours. Their mean leukocyte count was similar to that of the pouches at t = 0 hours (0.32 ± 0.18 × 10^6 ^cells/pouch at 9 hours versus 0.18 ± 0.09 at 0 hours; *p *= 0.31, one-tailed *t*-test). All animal experiments followed internationally recognized guidelines and were approved by the Institutional Animal Care and Research Committee of the Philadelphia VA Medical Center.

**Figure 1:**
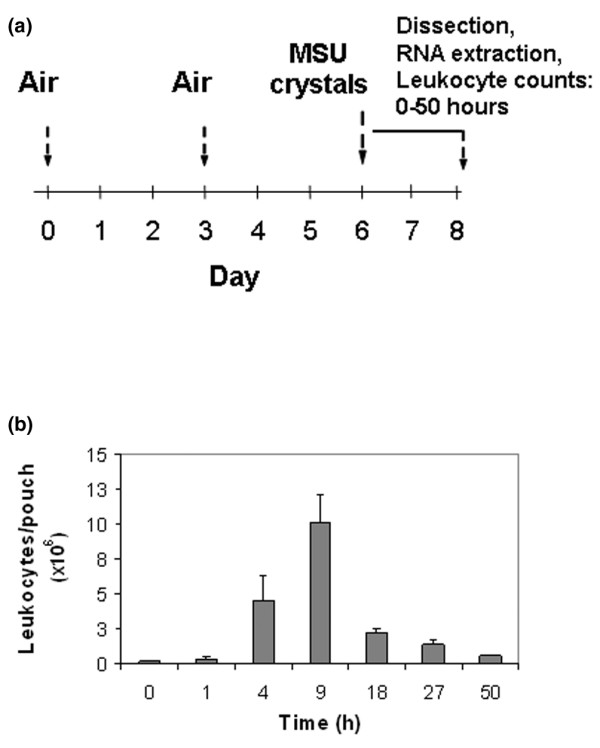
Outline of the air pouch experiments. **(a) **Sequence of events. Air is injected subcutaneously on day 0 and again on day 3 to keep the pouch inflated. On day 6 the remaining air is aspirated, and the monosodium urate (MSU) crystal suspension (2 mg in 1 ml phosphate-buffered saline [PBS]) or 1 ml PBS only is injected into the pouch cavity. Pouch exudate and tissue are obtained for analysis up to 50 hours after crystal injection. **(b) **Determination of the time of maximal inflammation in the pouch lumen. MSU crystal suspension (2 mg in 1 ml PBS) was injected into the pouch at t = 0 hours. Pouch exudate leukocyte counts were determined by manual cell counting at the indicated time points (*n* = 4 mice for each time point).

### Dissection of the air pouch membrane

Figure 2 shows key steps in the membrane dissection. After killing the animals by carbon dioxide asphyxiation, the apex of the pouch membrane was exposed with a small skin incision (panel b). The membrane was then punctured with a scalpel (panel c). Typically, little free exudate accumulates within the pouch. Leukocytes were therefore lavaged out of the pouch lumen with 2 ml PBS (panel d) and the leukocyte count in the resulting lavage fluid determined with a hemocytometer [10]. The pouch membrane was then separated meticulously from adjacent subcutaneous and paraspinal tissues by blunt dissection (panels e to j). Finally, the membrane was grasped with forceps, elevated and cut at the base (panels k and l). Great care was taken to avoid the paraspinal and nuchal tissues, to which the base of the membrane is typically attached. Using a rotatory homogenizer (Omni International, Warrenton, VA, USA), the isolated membranes were homogenized in Trizol medium (Invitrogen, Carlsbad, CA, USA), flash frozen in liquid nitrogen and stored at -70°C until further use.

**Figure 2:**
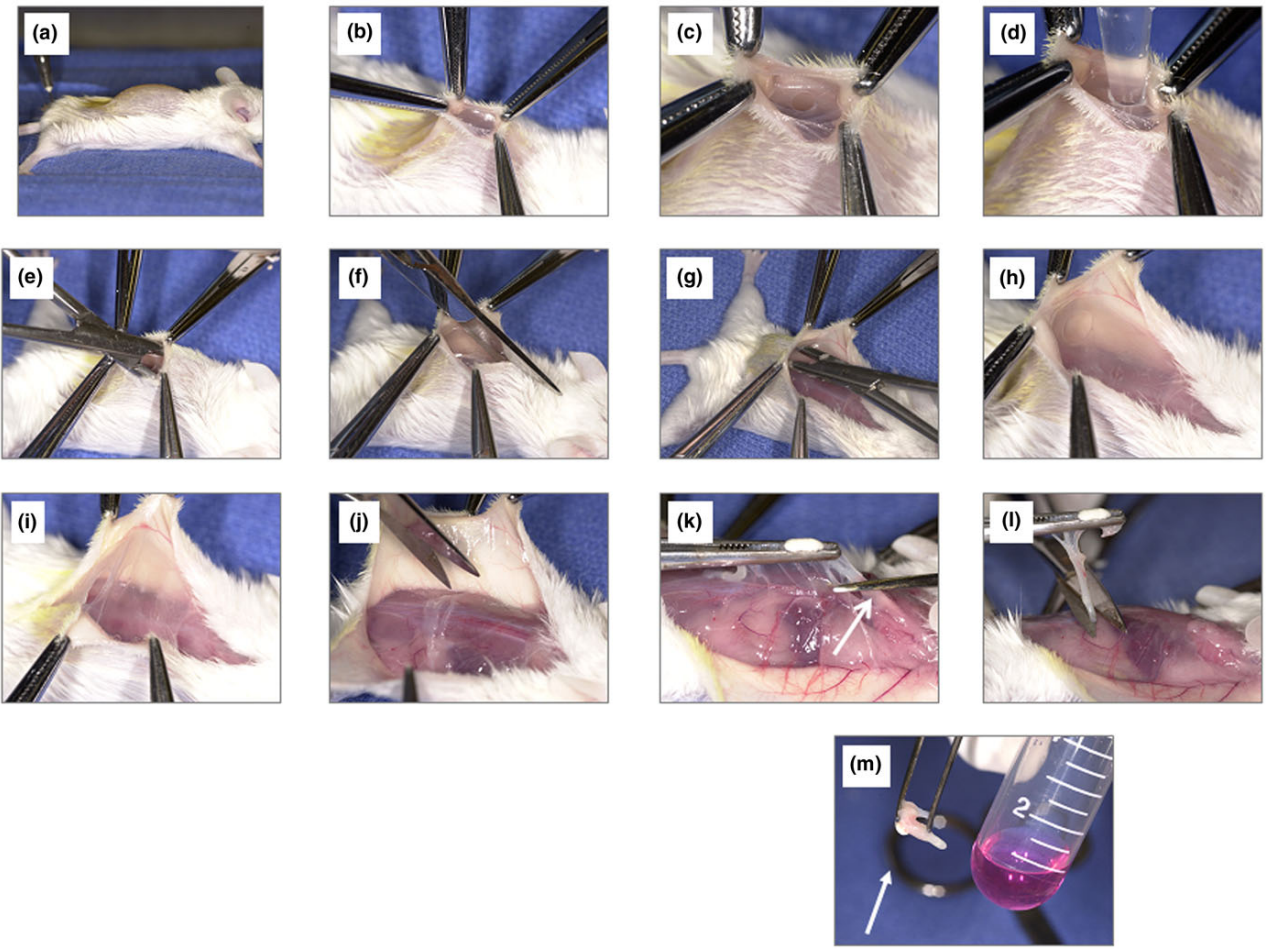
Key steps in the separation of the membrane from the overlying soft tissues. **(a) **Mouse with dorsal air pouch just before dissection. **(b) **A small incision is made into the dorsal skin overlying the pouch. This incision is just deep enough to expose the apex of the pouch membrane. **(c) **The membrane is punctured with a scalpel or needle. **(d) **The pouch content is lavaged with 2 ml phosphate-buffered saline. If the opening is enlarged sufficiently, the lavage can be performed under direct visualization. **(e-i) **Using blunt dissection with curved clamps or curved scissors, the pouch membrane is separated meticulously from the overlying skin. The instrument follows a path of least resistance between the membrane and the overlying soft tissues. **(j) **Parts of the membrane adhering to the more caudal skin can be clipped off with fine scissors. Finally, the membrane collapses on the dorsum of the animal. **(k, l) **The membrane is then grasped with forceps, elevated and cut at the base with scissors. **(m) **The gelatinous appearing dissected membrane (arrow) adhering to the forceps just before homogenization in Trizol medium.

### RNA extraction and gene expression analysis

RNA was extracted over RNeasy spin columns (Qiagen, Valencia, CA, USA) and tested for integrity and quantity on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). For unknown reasons, significant RNA degradation ensued when MSU-stimulated membranes, but not control membranes, were frozen and thawed before homogenization (data not shown). All membranes were therefore homogenized in Trizol medium immediately after dissection. Typically, 70 to 90 μg RNA was obtained per pouch.

For Affymetrix microarray analysis, RNA was processed and fluorescently labeled according to standard Affymetrix protocols [11]. To control for differences in dissection, RNA from three control or three MSU-stimulated pouch membranes was pooled, processed, labeled and then hybridized to Affymetrix Mo430_2 oligonucleotide microarrays (Affymetrix Inc., Santa Clara, CA). Microarray signals were scanned and analyzed using Affymetrix GCOS software and then imported into the software program GeneSpring version 7.2 (Silicon Genetics, Redwood City, CA, USA) for visualization and filtering. RNA aliquots were also reverse transcribed into cDNA according to standard protocols and analyzed further by qPCR using the TaqMan system and ABI Prism 7000 or 7900 HT sequence detectors (Applied Biosystems, Foster City, CA, USA). Commercially available primer-probe sets (Applied Biosystems) were used.

IL-6 protein concentration in the pouch exudate was determined by enzyme-linked immunosorbent assay (eBioscience, San Diego, CA, USA), after removal of cells and debris by centrifugation.

### Macrophages

Mouse peritoneal macrophages were harvested by peritoneal lavage 4 days after intraperitoneal injection of 2 ml aged 3% Brewer's thyoglycollate (Invitrogen Corporation, Carlsbad, CA, USA). Macrophages were allowed to rest in 3 ml tissue culture wells for 1 hour at 37°C (1 × 10^6 ^cells/well). After removal of nonadherent cells, cells were grown in medium with or without MSU crystals for the time periods indicated in the figure legends. Previously frozen cells were used for the dose response experiment. Macrophage cultures were more than 95% pure, as verified by flow cytometry for CD11b, major histocompatibility complex class II, and F4/80.

### Histology and immunohistochemistry

Tissues were obtained 9 hours after injecting MSU crystals into the pouch, fixed in formalin for 24 to 48 hours, and embedded in paraffin blocks. Blocks were cut into 5 μm thin sections on a rotatory microtome. Immunoperoxidase staining for IL-6 was performed using a semi-automated immunostaining system (DAKO, Carpinteria, CA, USA) and commercially available polyclonal goat anti-mouse IL-6 IgG (Santa Cruz Biotechnology Inc., Santa Cruz, CA, USA) at 1:100 dilution. Nonspecific goat IgG was used as negative control.

## Results

### Dissection of the pouch membrane

Crucial steps in the dissection procedure are shown in Figure 2 and are also described in the Materials and methods section (see above). Dissected pouch membranes had a gelatinous but also somewhat fibrous consistency and usually weighed 70 to 110 mg. Membranes from MSU-stimulated pouches tended to be firmer and to rupture somewhat less easily during the dissection, probably because of a mild increase in thickness from inflammation [12]. Figure 3a illustrates the plane of dissection between the membrane and the overlying subcutaneous tissue. According to our observations, the air pouch membrane originates from longitudinal soft tissue ridges that overlie the paraspinal musculature and from a cape-like, thicker membrane in the nuchal area. Because pieces of these tissues might contaminate the membrane during the dissection and confound a gene expression analysis, we evaluated them histologically (Figure 3b). The nuchal structure was identified as adipose tissue (Figure 3b, left image) and thus originates from the nuchal fat pad. The paraspinal ridge tissue (shown macroscopically in Fig. 2, panel k) turned out to be rich in blood vessels, striated muscle and fascia (Figure 3b, centre) and thus probably was contiguous with the paraspinal muscles. To test the histologic purity of the dissected membranes, haematoxylin and eosin stains were prepared from several membranes. Adipocytes, skeletal muscle and fascia were not observed, confirming that the membranes had been dissected relatively free from surrounding tissue (Figure 3b, right).

**Figure 3:**
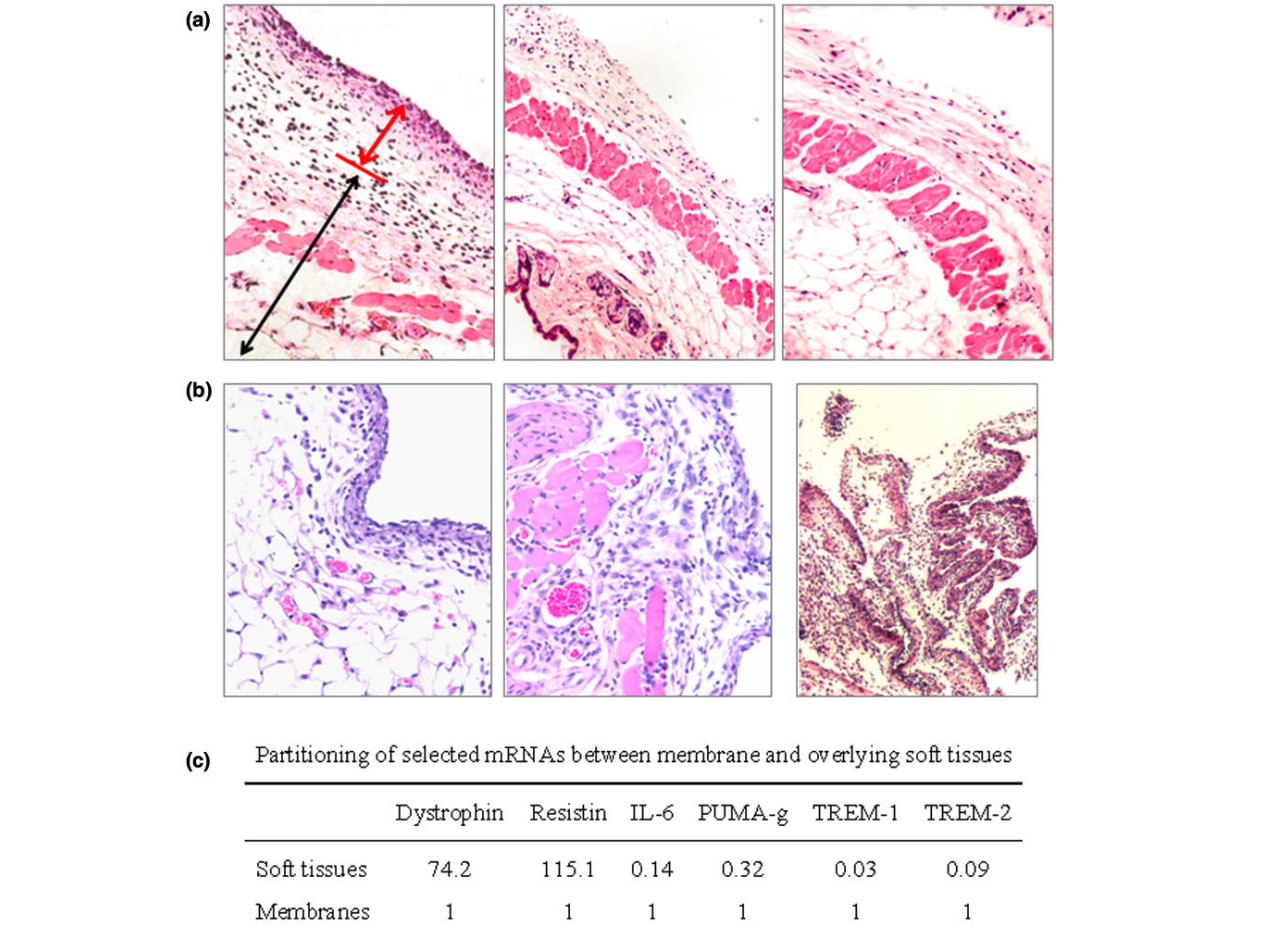
Histologic and molecular characterization of dissected membranes and adjacent tissues **(a) **Histologic cross-sections illustrating the plane of dissection. Left image: cross-section through an entire monosodium urate (MSU) crystal inflamed pouch wall, showing membrane (short red arrow) and the overlying cutaneous soft tissue (long black arrow). Original magnification: 100×. Center image: cutaneous soft tissue of the air pouch wall after removal of the membrane by the dissection method outlined in Figure 2. Original magnification: 100×. Right image: normal dorsal skin. It is nearly identical in appearance to the cutaneous parts shown in part b, which are left after dissection of the membrane. Original magnification: 100×. **(b) **Tissues that will probably contaminate the dissected membrane if they are not avoided during the final steps of the dissection. Left image: tissue from the nuchal cape-like structure to which the most rostral parts of the membrane are often attached. Original magnification: 200×. Center image: tissue obtained from the paraspinal ridges from which the base of the membrane arises (for the macroscopic appearance see the tissue marked with the arrow in Figure 2k). Original magnification: 200×. Right image: dissected membrane obtained from an air pouch injected with MSU crystals (2 mg in 1 ml phosphate-buffered saline). It consists mostly of fibroblasts and inflammatory cells. Blood vessels can also be found but are not abundant. Original magnification: 100×. **(c) **Partitioning of selected mRNAs between pouch membrane and the overlying cutaneous soft tissues. Membranes (*n* = 4) were dissected from the soft tissues 9 hours after injecting MSU crystals into the air pouches. RNA was extracted from dissected membranes or the soft tissues and analyzed separately by quantitative PCR. Results were normalized to GAPDH and the data obtained from membrane RNA arbitrarily assigned the value 1.

### Expression of selected targets in isolated membranes versus the overlying soft tissues

As expected, levels of mRNAs encoding resistin (a marker for adipocytes) and dystrophin (skeletal muscle) were by far highest in RNA extracted from the soft tissues overlying the membranes (Figure 3c). In contrast, mRNAs of several mRNAs identified by the microarray analysis of dissected membranes as inducible by MSU crystals (see below) were highest in membrane RNA. Consistent with the observations that IL-6 is also expressed in striated muscle (for instance, Figure 4b) and PUMA-g (protein upregulated on macrophages activated with interferon-γ) in adipocytes [13], the relative soft tissue fractions of these two mRNAs were larger than those of TREM (triggering receptor expressed on myeloid cells)-1 and TREM-2, both of which are predominantly expressed on inflammatory cells.

**Figure 4:**
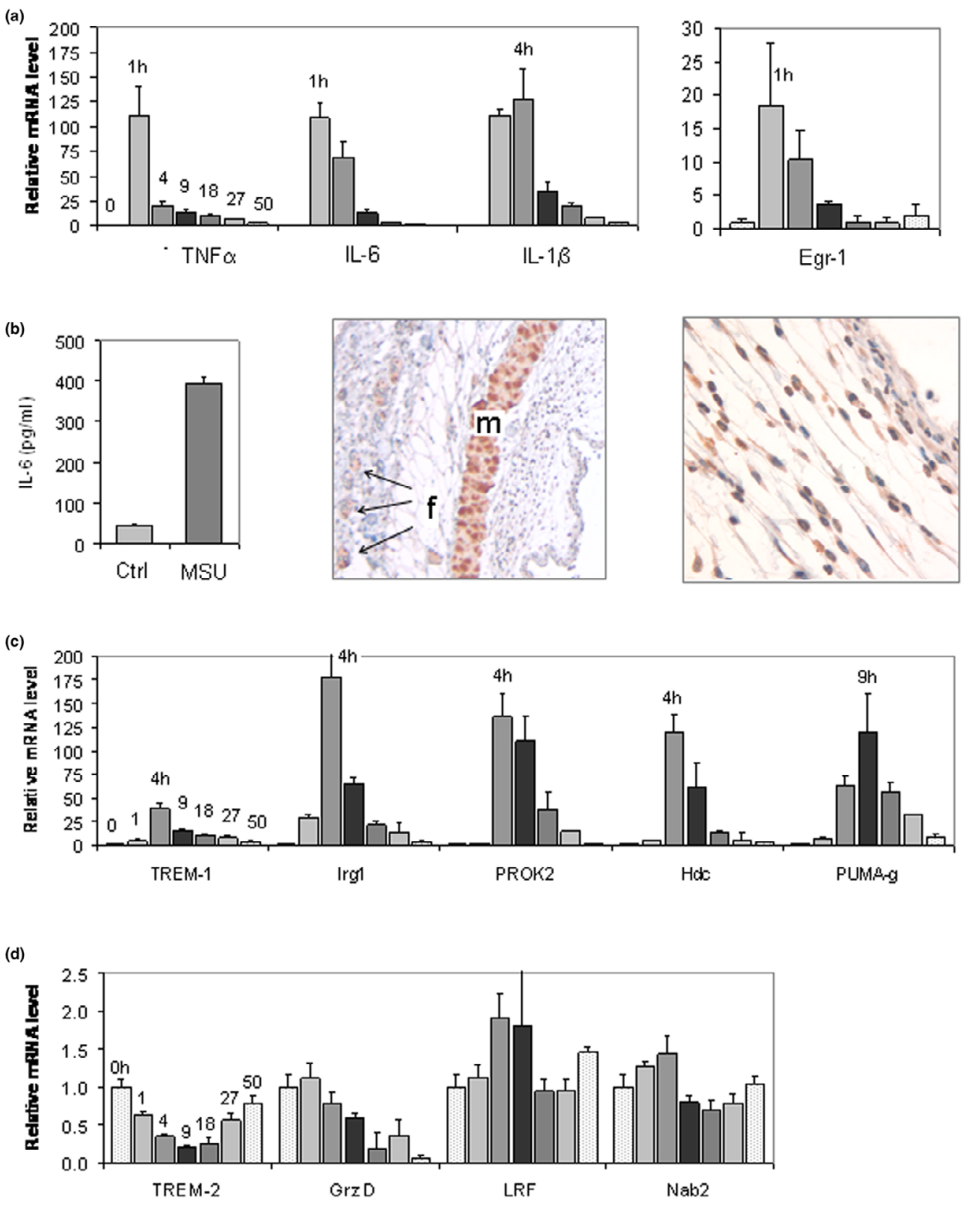
Validating differential regulation of mRNAs during MSU crystal inflammation in dissected air pouch membranes. Results were obtained from dissected membranes from the pouches used for the time course shown in Figure 1b. Negative control pouches were injected with 1 ml phosphate-buffered saline (PBS) and dissected at 9 hours. A, C and D: RNA was analyzed with TaqMan real-time reverse transcription PCR for the targets indicated. The legend text also shows values for mean fold expression changes that were measured at 9 hours (relative to 0 hours) in monosodium urate (MSU) crystal stimulated versus PBS injected (control) membranes. **(a) **mRNA quantification of tumour necrosis factor (TNF)-α (MSU:PBS at 9 h = 14.1:1.7), interleukin (IL)-6 (MSU:PBS = 12.9:0.5), IL-1β (MSU:PBS = 34.7:0.7), and early growth response (Egr)-1 (MSU:PBS = 3.7:1.4). **(b) **Left: determination of IL-6 protein concentration at 9 hours in the pouch exudate from pouches injected with PBS or MSU crystals (immunoassay). Center and right: immunohistochemical detection of IL-6 in the air pouch membrane. Chromogen: DAB (brown). Center: striated muscle (m) showing specific IL-6 immunostain; hair follicles (f) with nonspecific immunostain that was also seen with control immunoglobulin (original magnification, 50×). Right: specific IL-6 immunostaining in the inflamed pouch membrane (original magnification, 400×). **(c) **mRNA quantification of triggering receptor expressed on myeloid cells (TREM)-1 (MSU:PBS at 9 h = 15.3:0.6), immunoresponsive gene (Irg)1 (MSU:PBS, 65:1.0), prokineticin (PROK)-2 (MSU:PBS = 58.4:1.0), histidine decarboxylase (Hdc; MSU:PBS = 60.4:1.3), and protein upregulated on macrophages activated with interferon-γ (PUMA-g; MSU:PBS = 120:1.3). **(d) **mRNA quantification of TREM-2 (MSU:PBS at 9 h = 0.2:0.9), granzyme D (MSU:PBS = 0.5:0.8), leukemia/lymphoma-related factor (LRF; MSU:PBS = 1.8:1.7), and Nab2 (MSU:PBS = 0.8:0.9).

### Identification of differentially expressed genes by microarray analysis

Relative quantitative PCR (qPCR) analysis for resistin and dystrophin revealed that, despite the histologic absence of fat and skeletal muscle from the dissected membranes, individual noninflamed (control) membranes varied in the amounts of mRNAs encoding these markers. This suggested the presence of small remnants of fat and muscle on the membranes that persisted despite the histologically clean dissection. To correct for this heterogeneity and other potential differences resulting from the dissection, RNA aliquots from three control or three MSU-stimulated membranes (obtained 9 hours after injection of MSU crystals in PBS or PBS alone) were pooled. 

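The microarray comparison rested on 2 pools of membrane RNA, each from 3 mice and each hybridized to 1 array. The air pouch is a cavity raised under the skin with air, and its lining membrane is used as a stand-in for synovium. Control pouches had received 1 ml PBS and MSU pouches 2 mg MSU crystals in 1 ml PBS, and both were dissected 9 h later. The paper gives 3 ml air, 2 ml more on day 3 and injection on day 6, whereas the sample records give 2 ml air and injection on day 7. Each of the 45101 probe sets, groups of short oligonucleotides that together measure a transcript, had 1 linear signal per array. The signals had been computed with the Affymetrix software, named as MAS5 in the submitters' processing notes, and scaled by the authors so that both arrays had the same trimmed mean. The median signal was 56.4 on the control array and 59.2 on the MSU array.

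With 1 array per condition there were no replicates, so no test between the conditions was possible and the values describe these 2 pools. Detection calls were not used here. Instead, the detection floor of each array was set at the signal above which lay as many probe sets as the paper counted as detected (21009 for control and 19941 for MSU), a signal of 64.6 on the control array and of 74.1 on the MSU array. A ratio is given as a fold where both signals reached the floor, and as "at least" a fold against the floor where only 1 did. For 832 probe sets above the floor on the control array alone no bound is given, since their control signal lay below the floor of the MSU array. Probe sets below the floor on both arrays have no fold, and plain ratios of signals are named as such. A gene is represented by its probe set with the highest mean log2 signal. The log2 ratios of probe sets of the same gene had a median SD of 0.22 over 4002 genes, a spread that holds no variation between mice. The 3'/5' signal ratio, a measure of RNA integrity, was 0.745 (control) and 0.741 (MSU) for Gapdh and 1.17 and 1.18 for Actb. All 18 probe sets of the hybridization spike-ins were brighter on the MSU array, by a median of 1.37-fold, so scaling on them would lower each log2 ratio by 0.46.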

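Transcripts of fat and of skeletal muscle were lower in the MSU pool than in the control pool. Of 16 adipocyte markers, 10 were measured, 8 were at least 2-fold lower and none was at least 2-fold higher. Resistin (Retn) had a signal of 932 in the control pool and 280 in the MSU pool and was 3.33-fold lower. The adipokine adiponectin (Adipoq) was 7.36-fold lower, the fatty acid carrier Fabp4 3.97-fold lower, and Thrsp, a regulator of fat synthesis, at least 16.6-fold lower. All 24 skeletal muscle markers were measured, of which 12 were at least 2-fold lower and none was at least 2-fold higher. The troponins Tnni2 and Tnnt3 were 5.13- and 4.99-fold lower and the myosin heavy chain Myh2 4.95-fold lower, whereas the log2 ratios of skeletal actin (Acta1) and titin (Ttn) were 0.20 and 0.11, both below 0 under scaling on the spike-ins. Dystrophin (Dmd) was 1.39-fold lower, and its other probe set above the floor had signals of 125 and 83.2, a ratio of 0.667. The median log2 ratio was -1.61 for the 8 adipocyte markers with a fold and -0.91 for the 23 muscle markers with a fold. Both medians lay below those of all 10000 random gene lists of the same size and matched signal.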

An aliquot from each pool was then processed according to standard Affymetrix protocols, and the resulting labelled cRNAs hybridized to separate Affymetrix Mo430_2 oligonucleotide microarrays. 

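The transcripts measured in these membranes included those of fibroblasts, matrix, macrophages, vessels, fat and muscle. Markers of resident tissue macrophages were measured for 21 of 23 genes with a named probe set, fibroblast markers for 11 of 12, extracellular matrix genes for 29 of 29 and endothelial markers for 13 of 15. In contrast, natural killer cell markers were measured for 0 of 9, eosinophil markers for 0 of 5, erythroid markers for 0 of 3 and T cell markers for 2 of 11. All 15 markers of mature neutrophils with a named probe set were measured, although Cxcr2 and Cd177 lay above the floor in the MSU pool alone. Measured here means that a fold or a bound could be given. Over both arrays, 18580 probe sets lay above the floor on both, 1361 on the MSU array alone, 2429 on the control array alone and 22731 on neither. Of the 18193 genes with a named probe set, 11155 were measured, and 325 not counted as measured lay above the floor on the control array alone, with a signal too low for a bound.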

Of the 45,101 probe sets contained on the microarrays, 21,009 and 19,941 were detected (annotated 'p' in the raw Affymetrix data) in the pooled RNAs from control and MSU membranes, respectively. 

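Cytokine, chemokine and neutrophil genes made up most of the highest ratios. Among genes above the floor in both pools, the 12 highest ratios belonged to Il6, Cxcl3, Acod1 (Irg1), Cxcl2, Clec4e, Stfa2l1, Hdc, Ccl3, S100a9, Il1b, S100a8 and Ngp. Of these, 4 were on the list of mature neutrophil markers, 2 on that of cytokines and 2 on that of neutrophil-attracting CXC chemokines. The chemokine Cxcl2 was 15.3-fold higher and the lectin receptor Clec4e 13.9-fold higher, and the calgranulins S100a9 and S100a8, abundant in neutrophils, were 12.1- and 10.6-fold higher. The 12 lowest were Serpinb6e, Adipoq, Cdo1, Csrp2, Pgam2, Ces1d, Tagln, Gpd1, Trem2, Tnni2, Ptn and Scd1. Of these, 9 were on none of the lists, while Adipoq, Tnni2 and Trem2 were markers of fat, muscle and macrophages. The lists do not hold every gene of a tissue, so a gene on none of them can still come from fat or muscle. Serpinb6e was 11.3-fold lower, and the fat synthesis enzyme Scd1 5.04-fold lower. The MSU signal of Serpinb6e, 78.5, lay near the floor. With each array's floor added to its signals as a pseudocount, the log2 ratio of Serpinb6e was -2.64 in place of -3.50.

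In all, 413 of the 11155 measured genes were at least 2-fold higher in the MSU pool, 478 were at least 2-fold lower, and 9268 had a fold between these limits. The higher and lower genes include 56 below the floor in the control pool and 58 below it in the MSU pool. For a further 996 genes the bound was under 2-fold, which leaves open how far they differed. A size of 2-fold is a fixed limit here and not a test. Under scaling on the spike-ins, 200 genes were at least 2-fold higher and 1787 at least 2-fold lower, so that the share of higher genes among them was 10.1% in place of 46.4%.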

A total of 5,988 were differentially regulated (Affymetrix flag) in response to MSU crystals. These were filtered on the Affymetrix change *P *values below 2 × 10^-5 ^for upregulated and 1 for the downregulated probe sets.

Of these, the 12 most highly over-expressed (linear ratio MSU/control >17) targets are listed in Table 1. 

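The 12 targets of Table 1 include surface receptors, enzymes, cytokines and phosphatases, and 11 of them were matched to a probe set through the annotation used here. By plain ratio among probe sets above the floor in the MSU pool, the receptor PUMA-g (Hcar2) ranked 1, Hdc 4, TREM-1 5, CSF3 8, cpg21 9, IL-6 12 and PROK-2 15. The chemokine gene listed as similar to macrophage inflammatory protein 2 (Cxcl3) ranked 17, P-selectin 18, Irg1 19 and Dusp16 20. The plain ratios differed from those of Table 1 by at most 0.137. For 8 of the 11 targets the control signal lay below the floor, and 3 (IL-6, Cxcl3 and Irg1) had a fold on both sides.

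Ratios above 17 were found for 24 probe sets above the floor in the MSU pool. Of these, 13 had no match to Table 1 through the annotation, all with a control signal below the floor. For 1 of them, with no assigned gene, the plain ratio of 18.0 is also the ratio that Table 1 prints for its unmatched target. The others include the glucose transporter Slc2a3 with a plain ratio of 48.0 and a bound of at least 1.15-fold, the neutrophil granule protein Pglyrp1 with 43.5 and at least 1.45-fold, and the inducible nitric oxide synthase Nos2 with 24.5 and at least 6.56-fold. The Affymetrix change P value, on which the paper filtered before ranking, was not used here. The paper took the targets with a linear ratio above 17 that passed this filter as the most highly over-expressed ones.

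**Figure D1:**
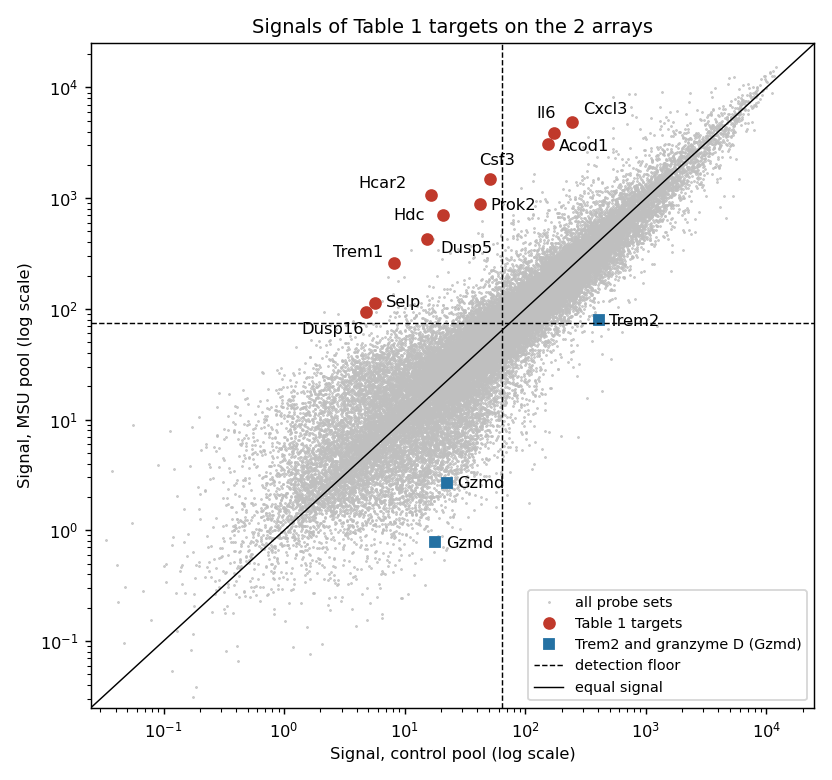
Signal of each probe set in the control pool (x axis, log scale) against the MSU pool (y axis, log scale), 1 array per pool. Red points are the matched targets of Table 1, blue squares Trem2 and granzyme D (Gzmd, 2 probe sets), dashed lines the detection floors (64.6 and 74.1) and the solid line equal signal. Of the 11 red points, 8 lie left of the control floor, and both Gzmd probe sets lie below both floors.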

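Hdc, PUMA-g, TREM-1, Irg1, PROK-2, IL-6, CSF3 and P-selectin were each higher in the MSU pool. IL-6 had a signal of 174 in the control pool and 3902 in the MSU pool, which is 22.5-fold higher. Irg1 (Acod1), the enzyme that makes itaconate, had signals of 155 and 3078 and was 19.8-fold higher. CSF3, the growth factor of granulocytes, had signals of 50.9 and 1483, a plain ratio of 29.2 and at least 22.9-fold against the floor. The PUMA-g gene (Hcar2), which encodes the niacin receptor, had signals of 16.5 and 1059, a plain ratio of 64.2 and at least 16.4-fold.

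Several of these genes had more than 1 probe set, with unequal ratios. The Table 1 probe set of Hdc had signals of 21.0 and 710 and a plain ratio of 33.9 (at least 11.0-fold), and its brighter probe set 91.6 and 1241, which is 13.6-fold higher. For TREM-1, the values were 8.22 and 262 with a plain ratio of 31.8 (at least 4.05-fold) on the Table 1 probe set, and 120 and 846, or 7.04-fold higher, on the brighter one. PROK-2 had signals of 41.9 and 878 with a plain ratio of 21.0 (at least 13.6-fold), 21.1 and 151 (at least 2.33-fold) on a further probe set, and lay below the floor in both pools on the last. Its receptor PKR1 (Prokr1) lay below the floor in both pools. For P-selectin (Selp), signals of 5.64 and 113 gave the listed plain ratio of 20.0 (at least 1.74-fold), whereas the brightest probe set, at 195 and 563, was 2.88-fold higher.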

Eight (75%) were genes with known proinflammatory functions: histidine decarboxylase (Hdc, the enzyme that catalyzes the conversion of histidine to histamine); the surface receptors PUMA-g (also known as GPR109 or HM74) [14] and TREM-1 [15], which are induced on activated macrophages and neutrophils; immunoresponsive gene (Irg)1, a protein that is rapidly induced during monocyte activation with endotoxin [16]; prokineticin (PROK)-2, which is a small polypeptide that is involved in macrophage activation, hyperesthesia and other processes [14]; IL-6; colony-stimulating factor (CSF)3 (also known as granulocyte colony-stimulating factor); and the adhesion molecule P-selectin. Three genes (25%) encoded less well characterized factors but had potential functions in inflammation. 

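These genes encode 2 dual specificity phosphatases, which inactivate mitogen-activated protein kinases, and a chemokine. The target named cpg21 in Table 1 is annotated as Dusp5 and had signals of 15.4 in the control pool and 429 in the MSU pool, a plain ratio of 27.9 and at least 6.64-fold against the floor. Dusp16 had signals of 4.78 and 93.0 on its Table 1 probe set, a plain ratio of 19.5 and at least 1.44-fold, and 259 and 620 on its brighter probe set, which is 2.40-fold higher. The target similar to macrophage inflammatory protein 2, annotated as the neutrophil-attracting chemokine Cxcl3, had signals of 245 and 4907 and was 20.0-fold higher. Of 8 dual specificity phosphatase genes measured, 4 were at least 2-fold higher and none was at least 2-fold lower. The other two of these were Dusp2, at 2.66-fold, and Dusp1, at 2.38-fold. Dusp10 was 1.60-fold lower and Dusp14 at least 1.80-fold lower. The median log2 ratio of the 6 members with a fold was 0.72, at the 99.9th percentile of 10000 random lists, and 0.20, at the 84.1st, without Dusp16, whose ratio in Table 1 had been read when the list was written.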

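Among probe sets above the floor in the MSU pool to which the annotation used here assigns no gene, the highest plain ratio was 18.0, at rank 23. This probe set had a signal of 18.9 in the control pool and 341 in the MSU pool, which is at least 5.27-fold higher against the floor. The next such probe set had signals of 7.94 and 136, a plain ratio of 17.1, and at least 2.10-fold. Neither was matched through the annotation to the target of Table 1 that is listed as transcribed sequences, although the ratio printed there is also 18.0. In all, 9211 of the 45101 probe sets are not listed in the annotation used here.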

One gene was uncharacterized. 

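Genes of innate immunity were higher in the MSU pool across several groups. All 15 measured markers of mature neutrophils were at least 2-fold higher, with a median log2 ratio of 2.44. The list is not specific to neutrophils, since its member TREM-1 is, by the paper's account, also induced on activated macrophages. All 5 neutrophil-attracting CXC chemokines were at least 2-fold higher, among them Cxcl1 at 8.91-fold, Cxcl5 at 7.21-fold and Ppbp at no less than 9.71-fold. Of 14 cytokine genes measured, 10 were at least 2-fold higher and none at least 2-fold lower. IL-1β (Il1b) was 10.9-fold higher, TNF-α (Tnf) at least 4.51-fold, the interleukin-1 receptor antagonist Il1rn 5.42-fold and the alarmin Il33 3.79-fold. Il17a, a cytokine of lymphocytes, was 1.19-fold lower.

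Of 14 measured genes that NF-κB induces in its own feedback, 12 were at least 2-fold higher, among them Tnfaip3 (A20) at 6.12-fold and the inhibitor Nfkbia (IκBα) at 2.49-fold. Of 15 Toll-like receptors and adaptors, 3 were at least 2-fold higher, namely the lipopolysaccharide co-receptor Cd14 at 6.70-fold, Tlr2 at 2.75-fold and Tlr4 at 2.36-fold. Of 12 CC chemokines, 4 were at least 2-fold higher, with Ccl3 at 12.3-fold and Ccl4 at 5.02-fold. Recruited monocyte markers divided, with Chil3 3.40-fold and F10 at least 4.89-fold higher but the monocyte chemokine receptor Ccr2 1.10-fold higher, which turns to lower under scaling on the spike-ins. Of 11 inflammasome and interleukin-1 pathway genes, 4 were at least 2-fold higher, among them Nlrp3 at 2.94-fold, whereas the log2 ratios of Pycard and Casp1 were -0.51 and -0.57. Among 18 immediate early genes, 5 were at least 2-fold higher, and Egr-1 (Egr1) was 1.35-fold higher, a direction that scaling on the spike-ins turns. In the paper's qPCR at 9 h, Egr-1 mRNA was higher in MSU than in PBS membranes.

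The medians of the neutrophil, cytokine, CXC chemokine and NF-κB lists exceeded those of all 10000 random lists. Without the targets of Table 1, whose ratios had been read when the lists were written, the neutrophil and cytokine medians still exceeded them all, and that of the CXC chemokines lay at the 99.97th percentile. The cytokine median of 2.00 is over the 10 genes with a fold. With the floors added as a pseudocount it was 0.64, but over all 23 named genes, including those below the floor in both pools. With no floor, over the same 23 genes, it was 1.84. The ratios were measured in whole membranes and hold both the number of cells and the level per cell.

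**Figure D2:**
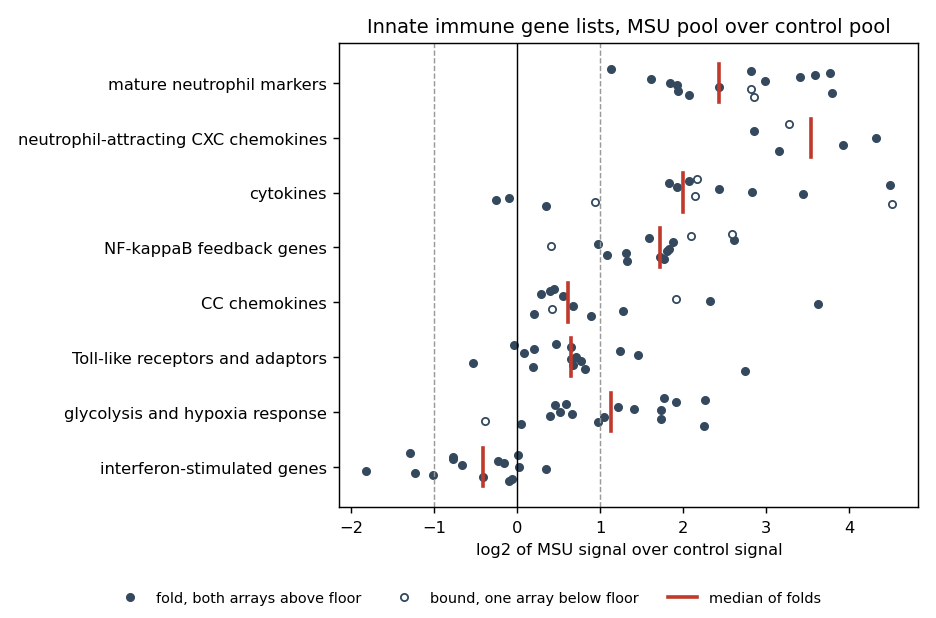
Log2 of MSU over control signal (x axis) for the measured members of 8 gene lists fixed beforehand (y axis), 1 array per pool. Filled points are folds, open points bounds against the floor, red bars list medians over the folds, and dashed lines 2-fold. All neutrophil markers lie right of 2-fold higher, whereas the interferon-stimulated genes have a median of -0.41.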

Of note, all of the over-expressed genes with proven proinflammatory functions related to innate immunity. Of the 12 most downregulated genes, three (25%) were related to connective tissue constituents, one (granzyme D) to innate immunity, and the others to various processes. 

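By plain ratio among probe sets above the floor in the control pool, the 12 lowest were those of Sncg, the keratins Krt8 and Krt7, Coa3, Snrnp25, the water channel Aqp5, the slow muscle troponin Tnnt1, Fcgbp, Rpp25, Ces1d and the epithelial adhesion molecule Epcam, and 1 probe set with no assigned gene. Their MSU signals all lay below the floor, and the plain ratio was 0.0166 for Sncg, 0.0256 for Krt8 and 0.0494 for Epcam. By bound, after Thrsp came the myosin light chain Myl9 at 8.55-fold or more lower, Krt18 at 6.61-fold or more and Fcgbp at 5.80-fold or more, followed by Pck1 (5.79-fold or more), Angptl1, Fabp3, Megf6, Itgb1bp2, Fat4, the myosin light chain Myl2 and the keratin Krt19 (3.46-fold or more). Fabp3, by this measure at least 4.79-fold lower, had a log2 ratio of 0.05 over its probe sets with a fold. Megf6, at least 4.00-fold lower by bound, had a log2 ratio of -0.50 as the median of its probe sets. For Gpd1, among the 12 lowest folds, that median was -1.08 in place of -2.38. With a fold on both sides, Cdo1 was 6.74-fold lower, Csrp2 5.99-fold, the smooth muscle gene Tagln 5.53-fold and Ptn, a heparin-binding growth factor, 5.09-fold.

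Of 29 extracellular matrix genes measured, 3 were at least 2-fold lower and none at least 2-fold higher. These were Mfap4 at 4.46-fold and Mfap5 at 2.11-fold, which belong to microfibrils, and asporin (Aspn) at 2.84-fold. The collagens Col1a1 and Col3a1 were 1.33- and 1.29-fold higher, a direction that scaling on the spike-ins turns. The median log2 ratio was -0.21 over 28 matrix genes, at the 0.71st percentile of 10000 random lists, and -0.18 over 11 fibroblast markers, at the 17.3rd. None of the 11 fibroblast markers or the 13 endothelial markers had a fold or bound of 2-fold or more, although the bound of Vwf, at least 1.46-fold lower, leaves its size open. Scaling on the spike-ins puts Fap, Col15a1 and Eng at more than 2-fold lower.

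**Figure D3:**
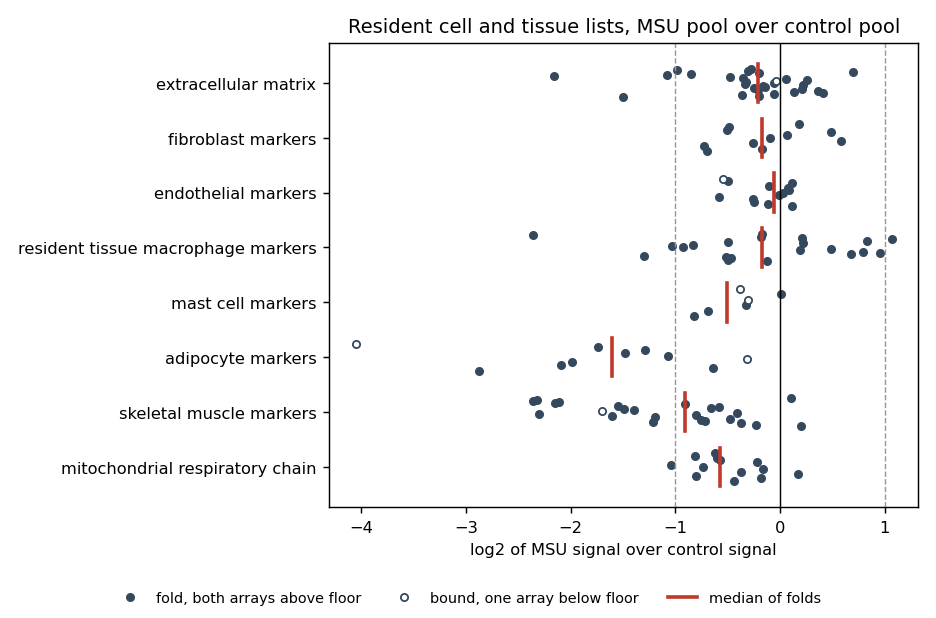
Log2 of MSU over control signal (x axis) for the measured members of 8 lists of resident cells and tissues (y axis), 1 array per pool. Filled points are folds, open points bounds against the floor, red bars list medians over the folds, and dashed lines 2-fold. Adipocyte and skeletal muscle markers lie furthest left, with medians of -1.61 and -0.91, and the endothelial median is -0.06.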

The raw microarray data have been deposited in the Gene Express Omnibus microarray repository and are publically available under accession number GSE11498.

**Table 1:** The 12 air pouch membrane mRNAs most highly upregulated by MSU crystals

Gene	Genbank accession number	Ref.	Linear ratio: MSU/control	Function		Function(s)
					
				Inflammation^a^	MSU^b^	
PUMA-g (GPR 109/HM74)	NM 030701	[29]	64.2	+	-	Macrophage activation, prostaglandin synthesis
Hdc	AF 109137	[46]	33.8	+	±	Histamine synthesis
TREM-1	NM 021406	[15]	31.9	+	+	Expressed on activated macrophages, neutrophils
CSF3 (also known as G-CSF)	NM 007782	[47]	29.1	+	-	Granulocyte development and recruitment
Similar to MAPK phosphatase (cpg21; unpublished)	BB 442784	NA	27.9	±	-	Potentially, intracellular signal transduction, MAPK inactivation
IL-6	NM 031168	[48]	22.5	+	+	Multiple roles
PROK-2	NM 015768	[14]	21.0	+	-	Macrophage activation, hyperesthesia/pain, angiogenesis, gut motility
P-selectin	M 72332	[49]	20.1	+	-	Leucocyte, platelet adhesion to vascular endothelium
Similar to macrophage inflammatory protein 2 precursor	BB 829808	[50]	20.0	±	-	Putative neutrophil attracting chemokine
Irg1	L 38281	[16]	19.8	+	-	Induced in macrophages by LPS, mycobacteria
Dual specificity phosphatase 16	BB 121278	[51]	19.4	±	-	Potentially, intracellular signal transduction, MAPK inactivation
*Mus musculus *transcribed sequences (unpublished)	BB 993160	NA	18.0	-	-	Unknown

^a^Role of target gene in inflammation in general. ^b^Role of target gene in MSU crystal inflammation. +, known to play a role; ±, potentially involved; -, not known; CSF, colony-stimulating factor; G-CSF, granulocyte colony stimulating factor; Hdc, histidine decarboxylase; Irg, immunoresponsive gene; LRF, leukaemia/lymphoma-related factor; MAPK, mitogen-activated protein kinase; MSU, monosodium urate; NA, not applicable; PROK, prokineticin; PUMA-g, protein upregulated on macrophages activated with interferon-γ.

### Validation of IL-6 expression

IL-6 is known to be raised in gout [17], but it had not been studied in the MSU-stimulated murine air pouch. qPCR validation of its expression in the 50-hour time course experiment summarized in Figure 1 was therefore chosen to establish proof of principle of the microrray approach. Confirming the upregulation at 9 hours that had been detected with the microarrays (Table 1), IL-6 mRNA was 12.9-fold higher at this time point than at t = 0 hours (Figure 4a). However, peak induction occurred much earlier (1 hour) and was much higher (108-fold). In agreement with the observation that the pouch leukocyte count had returned close to its original level at the end of the 50-hour time course (Figure 1b), IL-6 mRNA also returned to near baseline by 50 hours. The mRNAs encoding IL-1β, tumour necrosis factor (TNF)-α, and the immediate early transcription factor early growth response (Egr)-1 [18] followed similar kinetics (Figure 4a). These findings confirmed induction of IL-6 mRNA in the membrane and identified the 1-hour time point as the peak of a rapid, early surge in proinflammatory cytokine and immediate early gene transcription.

In agreement with the induction of IL-6 mRNA in the membrane, analysis by enzyme-linked immunosorbent assay revealed that IL-6 protein levels at 9 hours were 8.7-fold higher in exudates from MSU-stimulated pouches than in exudates from control pouches (Figure 4b). The spatial expression of IL-6 in the inflamed air pouch was then determined immunohistochemically, using sections containing the pouch membrane adhering to the overlying skin. Consistent with previous reports of IL-6 expression in striated muscle [19], specific staining was seen in muscle fibres of the lamina muscularis of the subcutaneous tissue (Figure 4b, centre; marked 'm'), whereas the signal in hair follicles was not specific (marked 'f', arrows). In the inflamed membrane, specific IL-6 staining was seen in a multitude of cells, including mononuclear and polymorphonuclear cells and fibroblasts (Figure 4b, right).

### Validating induction of Hdc, TREM-1, PUMA-g, Irg1 and PROK-2 mRNAs by MSU crystals in the air pouch membrane

qPCR demonstrated dramatic induction of these mRNAs throughout the air pouch time course (Figure 4c). Confirming the microarray results, all of these mRNAs were elevated at 9 hours. Interestingly, the extent and kinetics of their induction differed; whereas maximal induction of Irg1 (177-fold), PROK-2 (136-fold), TREM-1 (39-fold) and Hdc (120-fold) occurred at 4 hours, PUMA-g mRNA was upregulated 120-fold and peaked at 9 hours.

To validate the results of the microarray analysis further, we determined kinetics of two mRNAs that were downregulated by MSU crystals, according to the array analysis (Figure 4d). TREM-2 is a homologue of TREM-1 that is downregulated during macrophage activation [20], and the microarray analysis had revealed an 81% decrease of its mRNA 9 hours after MSU crystal injection. Indeed, the time course demonstrated a 79% decrease in TREM-2 mRNA, with a nadir between 9 and 18 hours and subsequent recovery to near baseline level at 50 hours. In contrast, mRNA encoding granzyme D mRNA, which was 96% downregulated at 9 hours according to the microarrays, decreased steadily and reached 6% of its original level at 50 hours. 

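TREM-2 was lower in the MSU pool, while the activating receptor TREM-1 and its relative TREM-3 were higher. The TREM-2 gene (Trem2) had a signal of 406 in the control pool and 78.8 in the MSU pool, which is 5.15-fold lower or a decrease of 80.6%. Its other probe set lay below the floor in both pools, with signals of 6.63 and 36.8, a plain ratio of 5.55 in the opposite direction. Trem3 was 2.20-fold higher, and the shared signalling adaptor Tyrobp (DAP12) had a log2 ratio of 0.40, which falls below 0 under scaling on the spike-ins. Other markers of resident tissue macrophages moved apart. Of 21 measured, Trem2, Cbr2 at 2.46-fold and the folate receptor Folr2 at 2.05-fold were at least 2-fold lower, Pf4 was 2.10-fold higher, and 17 lay between. The mannose receptor Mrc1 and the haemoglobin scavenger receptor Cd163 were 1.78- and 1.94-fold higher, and the complement genes C1qa, C1qb and C1qc 1.41-, 1.38- and 1.43-fold lower. The median log2 ratio of the list was -0.18, at the 7.17th percentile of 10000 random lists. With both arrays' floors added to the signals as a pseudocount, the log2 ratio of Trem2, whose MSU signal lay near the floor, was -1.62 in place of -2.36.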

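Granzyme D, a protease of cytotoxic granules, had signals below the detection floor in both pools. On the probe set with the lower ratio the signal was 17.9 in the control pool and 0.779 in the MSU pool, a plain ratio of 0.0434 or a decrease of 95.7%. On the other probe set assigned to this gene alone, the signals were 22.2 and 2.70, a plain ratio of 0.121. A probe set shared with granzyme E had signals of 36.5 and 15.5, a plain ratio of 0.425. No fold is given for this gene, since neither pool reached the floor. Of 10 granzyme and perforin genes, 2 had a bound and none a fold. Gzma had signals of 82.7 and 63.7 and was at least 1.12-fold lower, and Gzmm, at 45.2 and 89.9, at least 1.39-fold higher. Gzmb and perforin (Prf1), with control signals of 69.8 and 72.0, lay above the floor in the control pool alone and gave no bound. None of 9 natural killer cell markers was measured. The NK cell lectin-like receptor A2 (Klra2) had signals of 9.01 and 62.4, both below the floor.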

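LRF (Zbtb7a) and Nab2 differed little between the pools. Nab2, with 1 probe set, had a signal of 211 in the control pool and 273 in the MSU pool, which is 1.29-fold higher. LRF had signals of 74.1 and 94.0 on its brightest probe set, which is 1.27-fold higher, and 67.5 and 78.7, or 1.16-fold higher, on a further one. Its last probe set lay below the floor in the control pool and was at least 1.37-fold higher. The direction of both genes turns under scaling on the spike-ins, where their log2 ratios lie below 0. All folds of both genes lay within 2-fold, and the bound leaves the size on the last probe set open. The signals of LRF lay close to the floor.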

As negative controls, we measured expression of two mRNAs that were not among the differentially regulated genes on the arrays (Figure 4d). First, leukaemia/lymphoma-related factor (LRF; also known as FBI-1 and OCZF), a transcription factor important in cellular transformation [21], osteoclastogenesis [22] and regulation of the HIV-1 promoter [23,24]. Levels of its mRNA demonstrated a statistically insignificant twofold increase at 4 hours. Second, mRNA encoding Nab2, a co-regulator of Egr-1 [25], exhibited only minor fluctuations. To exclude their origin from remnant adipose or muscle tissue, qPCR results for all of the above mRNAs at 9 hours were also correlated with resistin and dystrophin mRNA expression, but no significant associations were found.

### IL-6, Irg1, PROK-2, Hdc and PUMA-g mRNA upregulation in MSU-stimulated mouse peritoneal macrophages

The induction of TREM-1 in macrophages by MSU crystals has been reported [26]. To test whether macrophages were also potential sources of Irg1, PROK-2, Hdc and PUMA-g, kinetics of these mRNAs were determined during 18 hours after the addition of MSU crystals to cultured mouse peritoneal macrophages (Figure 5). As in the tissue, MSU crystals induced sharp, early peaks in TNF-α, IL-6, IL-1β, and Egr-1 mRNAs (Figure 5a). MSU crystals also upregulated Irg1, PROK-2, Hdc, and PUMA-gmRNAs (Figure 5b). However, with the exception of PUMA-g, their levels peaked somewhat later than in the membranes. As illustrated in Figure 5c, these mRNAs were, to various extents, induced more highly in the membranes than in the macrophages. As in the membranes, MSU crystals caused a decrease in TREM-2 mRNA in the macrophages and no significant changes in Nab2 and LRF mRNAs (data not shown).

**Figure 5:**
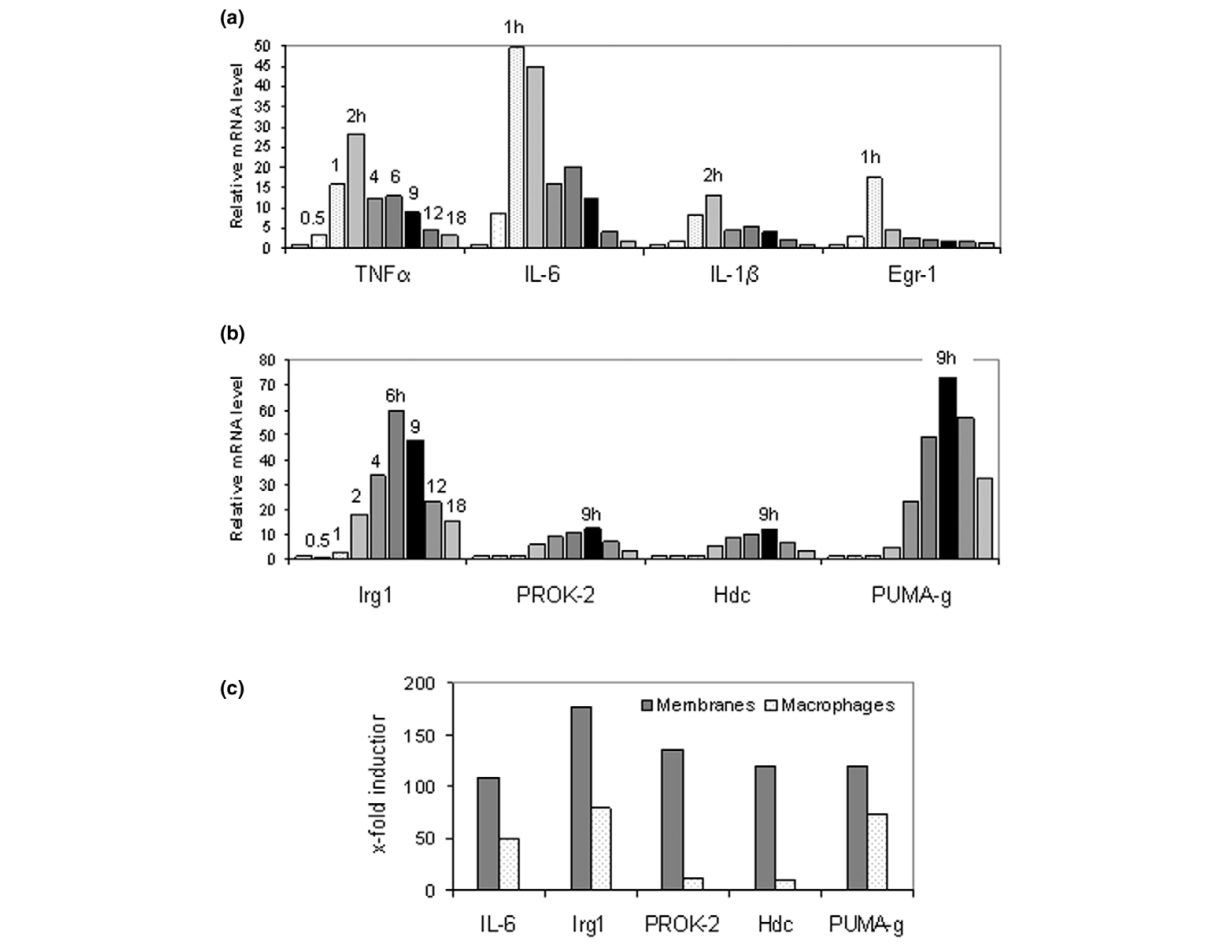
Validating differential regulation of mRNAs during MSU crystal inflammation in mouse peritoneal macrophages. Cells were harvested at the indicated time points after the addition of medium containing monosodium urate (MSU) crystals (200 μg/ml) or medium alone. RNA was analyzed by TaqMan real-time reverse transcription PCR for expression of the targets indicated in the figure. Results represent the averages of two experiments. Induction of target mRNAs in negative control (medium only) cells was negligible in nearly all cases. Therefore, the curves corresponding to the negative controls are not shown. However, numeric values for mean fold expression changes in MSU stimulated and negative controls with respect to t = 0 hours are listed below for the time points of maximal induction by MSU crystals. **(a) **Tumour necrosis factor (TNF)-α (2 hours: MSU:medium = 28.1:1.2), IL-6 (1 hour: MSU:medium = 49.7:1.2), IL-1β (2 hours: MSU:medium = 13.1:0.5); and early growth response (Egr)-1 (1 hour: MSU:medium = 17.4:1). **(b) **Irg1 (6 hours: MSU:medium = 60.0:6.8); prokineticin (PROK)-2 (6 hours: MSU:medium, 11.0:1.0), histidine decarboxylase (Hdc; 9 hours: MSU:medium = 11.6:0.9) and protein upregulated on macrophages activated with interferon-γ (PUMA-g; 9 hours: MSU:medium = 73.5:2.5). **(c) **Comparison of fold induction by MSU crystals in dissected membranes versus macrophage culture.

The induction of IL-1β, IL-6, TREM-1, PUMA-g, Hdc, PROK-2 and Irg1 by MSU crystals was also quantified in a dose response experiment (Figure 6). IL-1β and IL-6 mRNAs were induced maximally at a crystal concentration of 375 μg/ml medium, as were PUMA-g, Hdc and PROK-2 mRNAs. Induction of TREM-1 mRNA peaked at a slightly lower, and that of Irg1 mRNA at the lowest crystal concentration.

**Figure 6:**
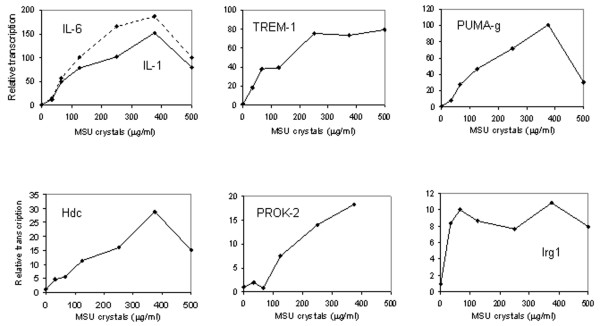
MSU crystal dose response. Mouse peritoneal macrophages were grown in medium overnight. After removal of nonadherent cells, medium containing increasing concentrations of monosodium urate (MSU) crystals was added. RNA was harvested 4 hours after the addition of crystal-containing medium and analyzed for target gene expression by TaqMan real-time reverse transcription PCR. Results represent the averages of two experiments.

## Discussion

Using microarray analysis of meticulously dissected air pouch membranes, we identified several genes relating to innate immunity that were induced strongly by MSU crystals. Four of the six factors whose upregulation by MSU crystals was confirmed by qPCR (PUMA-g, Irg1, Hdc and PROK-2) had not previously been associated with crystal-induced inflammation or inflammatory arthropathies. Since the initial presentation of our microarray results [27], the involvement of TREM-1 in MSU crystal-induced inflammation was reported independently [28], thus serving as an additional positive control and validating our approach.

Background signals from adjacent tissues potentially interfere with the use of genomic tools for the identification of genes that are expressed differentially in an inflamed tissue. In the case of the air pouch model, this interference would come from highly differentiated structures in the overlying subcutaneous and cutaneous tissues such as striated muscle, adipocytes, hair follicles, sweat glands and epithelium, all of which possess unique gene expression patterns that would complicate a microarray analysis further. In addition, they may express factors that might play important roles in inflammation when expressed in immune cells. Indeed, the immunostains revealed specific expression of IL-6 in the subcutaneous striated muscle, and PUMA-g is known to be expressed in adipocytes. As shown in Figure 3c, IL-6 and PUMA-g mRNAs were relatively abundant in the soft tissues overlying the membrane, whereas TREM-1 and TREM-2 mRNAs partitioned more preferentially to the membranes. If the microarray analysis had been performed with entire pouch walls, the baseline expression of IL-6 or PUMA-g mRNAs in myocytes and adipocytes might possibly have precluded a microarray-based identification of these mRNAs as being highly inducible by MSU crystals.

### Potential roles of PUMA-g, TREM-1, Irg1, PROK-2 and Hdc in the pathogenesis of crystal inflammation

We validated the induction of six of the most highly over-expressed genes by qPCR. How might these function in the pathogenesis of crystal-induced inflammation? PUMA-g is a G-protein-coupled transmembrane receptor that was initially identified in a microarray screen of macrophages activated with TNF-α and interferon-γ [29]. In addition to activated macrophages, it is also expressed on neutrophilic granulocytes and adipocytes. On the latter, it is a major receptor for the cholesterol-lowering agent nicotinic acid [13]. Binding of this ligand to PUMA-g is also responsible for the cutaneous flushing response that is frequently observed in patients taking nicotinic acid [30], and it has been proposed that cutaneously expressed PUMA-g leads to the release of prostaglandins D_2 _and E_2_, which in turn cause local vasodilatation [30]. These results suggest that in MSU crystal inflammation PUMA-g transmits signals in macrophages, and perhaps also granulocytes, which potentiate release of prostaglandins and thus enhance the inflammatory process. Further studies with cultured cells or PUMA-g^-/- ^mice will now be important in elucidating the function of PUMA-g in crystal-induced inflammation.

TREM-1, too, is induced on the surface of activated macrophages and neutrophils, and has been shown to play important roles in the systemic manifestations of sepsis [26]. Interestingly, Murakami and coworkers [28] showed that TREM-1 mRNA in the pouch exudate peaked before the maximum accumulation of leukocytes, thus indicating activation of TREM-1 transcription early on. It has been proposed that one function of TREM-1 is to amplify Toll-like receptor (TLR) signaling [26]. Considering that TREM-1 mRNA reached maximum levels after the initial cytokine mRNA surge (Figure 4a) and that recognition of MSU crystals via TLR signaling is believed to be among the earliest events in crystal inflammation [31], one may postulate that the role of TREM-1 in crystal inflammation also relates to potentiation of signals transmitted by TLRs.

Irg1 was isolated originally from a cDNA library made from endotoxin-stimulated macrophages [16], and was later found to be expressed in macrophages infected with mycobacteria [32,33]. Its induction by MSU crystals in peritoneal macrophages (Figures 5 and 6) suggests that it may play general roles in macrophage activation.

Prokineticins are evolutionary highly conserved small secreted polypeptides that play roles in various tissues, including the central nervous system, the gastrointestinal tract, the haematopoietic system and the vasculature [14,34,35]. PROK-2 was recently shown to augment macrophage chemotaxis and proinflammatory cytokine synthesis [36]. Interestingly, it also causes hyperesthesia, including by local injection into rodent paws, and mice lacking the PROK receptor PKR1 have diminished pain responses [37]. It is therefore intriguing to speculate that PROK-2 contributes to the symptoms of MSU crystal inflammation by enhancing both inflammation and pain in affected joints.

The enzyme Hdc converts histidine to histamine. Histamine is elevated in the joint fluid of patients with gout [38] and in the MSU crystal stimulated rat air pouch, where it is believed to be the result of mast cell degranulation [12]. Our results, however, suggest that histamine may also arise from increased Hdc levels during MSU crystal inflammation. Consistent with our observation that MSU crystals induced Hdc mRNA synthesis in macrophage culture, with reports of Hdc mRNA expression in neutrophils [39], and with the well documented presence of mast cells in the air pouch membrane [12], all of these three cell types are probably highly inducible sources of Hdc in the pouch membrane. Thus, Hdc and histamine may contribute significantly to the evolution of MSU crystal inflammation in this model, but also in gouty synovitis in humans.

### Significance of the downregulated genes

TREM-2 is a cell surface receptor similar to TREM-1. It promotes differentiation of macrophages into osteoclasts [40] but inhibits macrophage activation and is downregulated during this process [20]. The decrease in TREM-2 mRNA in both membranes and cultured macrophages suggests that macrophage activation by MSU crystals leads to an increase in TREM-1 but to a decrease in TREM-2 mRNA levels. Granzyme D has been detected in murine cytotoxic T cells [41] and endometrial natural killer (NK) cells [42]. The roles of these cell types in urate crystal inflammation have not been studied. However, it is known that uric acid can activate CD8^+ ^T cells under some circumstances [43], and in preliminary studies we have detected mRNA encoding the NK cell lectin-like receptor A2 in the air pouch membrane (Mayer CT, Schumacher HR, Pessler F, unpublished data). Thus, the persistent downregulation of granzyme D throughout the time course suggests that MSU crystals may modulate cytotoxic T cell or NK cell activity in the membrane. Alternatively, one must consider that dilution of the membrane RNA pool by mRNAs contained in immigrating inflammatory cells or by otherwise highly upregulated mRNAs might also cause – at least in part – artifactual decreases in mRNAs expressed by resident membrane cells.

### Kinetics of MSU crystal inflammation in the air pouch membrane

The results of the present study also shed new light on the kinetics of transcriptional regulation in the air pouch membrane. We observed an early, steep rise in proinflammatory cytokine mRNA synthesis that essentially paralleled the synthesis of mRNA encoding the immediate early transcription factor Egr-1. Similarly rapid kinetics were observed in cultured macrophages (Figure 5). Indeed, inclusion of the 30-minute time point revealed that increasing levels of mRNAs encoding Egr-1 and all three cytokines could be detected this early. It is currently believed that TLR-mediated activation of the Nalp3 containing inflammasome, leading to proteolytic cleavage of pre-existing pro-IL-1β to IL-1β, is among the first steps in MSU crystal inflammation [31,44]. Our findings suggest that activation of the proinflammatory cytokine genes encoding IL-1β, IL-6 and TNF-α, as well as Egr-1 and probably other immediate early transcription factors, is among the next, early events in reprogramming the transcriptional machinery in MSU crystal inflammation, both in an intact tissue and in cultured cells. TREM-1, Irg1, PROK-2, Hdc and PUMA-g mRNA levels all peaked after this dramatic burst in early cytokine transcription. These factors may therefore play roles in perpetuating or amplifying this early inflammation. We had performed the microarray analysis 9 hours after MSU crystal injection, the peak of leukocyte accumulation in the pouch lumen. However, results of the time course analysis demonstrate that major transcriptional reprogramming in the air pouch membrane occurs several hours earlier. Future RNA-based studies into events leading to the peak phase of inflammation in the membrane should therefore focus on relatively early time points up to 4 hours.

### Caveats of the present study

Gene expression results obtained from the dissected membranes do not allow one to determine whether a given overexpressed gene was induced in the resident membrane cells or imported by infiltrating cells. It is therefore important to validate differential expression of a given gene in a purified cell population, as was done here with cultured macrophages. Even though we validated the induction of all six targets in cultured macrophages, their fold induction was lower in these cells than in the membranes (Figure 5). This suggests that events in the membranes due to cell flux, expression in cells other than macrophages (for example, neutrophils), or more efficient gene regulation due to cell-cell interactions contribute significantly to regulation of these genes in the intact membranes. Another caveat is that the microarray analysis was not replicated, which precluded an extended statistical analysis. However, the unusually high degrees of over-expression and under-expression apparently compensated for this lack of replication; they allowed us to choose a small number of genes for qPCR validation strictly by the high magnitudes of their expression changes.

It is also important to remember that inflammation extends beyond the membrane into the loose, fibroblast-rich tissue between the membrane and the striated muscle layer (Figure 3a and Schiltz and coworkers [12]). The air pouch membrane therefore does not contain the entire inflammation that develops in the air pouch, and inflammatory cells may remain in the air pouch wall if the membrane is removed with the blunt dissection method described here. Furthermore, MSU crystals cause swelling of the air pouch membrane [45]. This is most likely due to the influx of inflammatory cells and associated interstitial edema and must be considered when evaluating the membrane histologically.

### Potential uses of the isolated air pouch membrane in gene discovery

Our findings suggest that a more extensive, replicated microarray analysis involving higher numbers of air pouch membranes may be a powerful tool to identify genes that are differentially active in various aspects of inflammation and innate immunity. In particular, it should lend itself well to the identification of genes that act at different time points in the evolution or resolution of inflammation, genes that are regulated in response to treatment with anti-inflammatory agents, or genes that reflect changes in the resident connective tissue cells in response to inflammation.

## Conclusion

A dissection method was established that allowed for the separation of the murine air pouch membrane from the overlying cutaneous tissues. Transcript profiling of this minimal tissue identified several mRNAs relating to innate immune responses that were previously not implicated in MSU crystal inflammation. The appearance of these mRNAs after an initial surge in proinflammatory and immediate early gene transcription suggests that they may form part of a 'second wave' of factors that amplify or perpetuate acute inflammation.

## Abbreviations

CSF = colony-stimulating factor; Egr = early growth response; Hdc = histidine decarboxylase; IL = interleukin; Irg = immunoresponsive gene; LRF = leukaemia/lymphoma-related factor; MSU = monosodium urate; NK = natural killer; PBS = phosphate-buffered saline; PCR = polymerase chain reaction; PROK = prokineticin; PUMA-g = protein upregulated on macrophages activated with interferon-γ; qPCR = quantitative polymerase chain reaction; TLR = Toll-like receptor; TNF = tumour necrosis factor; TREM = triggering receptor expressed on myeloid cells.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

FP designed the study, performed the experiments and wrote the manuscript. CTM, SMJ and LD participated in the experiments. EMB provided the macrophages and discussion. JPM provided laboratory equipment, reagents and discussion. HRS oversaw the study, provided the MSU crystals and initial instruction in the use of the air pouch model, and edited the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

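Pooled RNA from dissected air pouch membranes was measured on 2 oligonucleotide arrays, 1 for 3 control mice injected with 1 ml PBS and 1 for 3 mice injected with 2 mg MSU crystals in 1 ml PBS, 9 h after injection. The deposited values are linear signal intensities per probe set, which the authors computed with the Affymetrix software (MAS5 in the submitters' processing notes) and scaled by 1 factor per array to a common mean without the highest and lowest 2% of probe sets. The version of that software is not given in the sources used here. The values are not on a log scale and were used as deposited. The paper states that the authors used GeneSpring for visualization and filtering. Its filter on the Affymetrix change P value was not repeated, because change and detection calls were not used here.

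The table holds 45101 probe sets per array, 64 of them Affymetrix control probe sets, which were left out of the gene values. Gene names came from the platform's annotation, which gives 1 gene for 34958 probe sets and several for 932, and does not list 9211. Symbols were updated through gene identifiers with the RefSeq table of the mouse assembly GRCm38.p6, which was used for names only. A probe set with several genes was used for no gene. A gene with several probe sets was represented by the probe set with the highest mean log2 signal, and 18193 genes had a value. Among 4002 genes with at least 2 probe sets with a fold, the SD of their log2 ratios had a median of 0.22 and a 90th percentile of 0.51, and 1 gene had probe sets at least 2-fold higher and at least 2-fold lower.

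The detection floor of each array was the signal of the last of the paper's number of detected probe sets (21009 and 19941), ranked by signal. This puts the floor at 64.6 on the control array and 74.1 on the MSU array and takes no account of the probe-level background, so single probe sets can differ from their Affymetrix call. A bound was given only where the signal above the floor also exceeded the other array's floor, which left 832 probe sets (325 genes) above the floor on the control array alone without a bound. Genes with a fold or a bound are called measured. Folds, bounds and plain ratios were computed as MSU over control. Since there was 1 array per condition, no p-value was computed. Intervals for differences between list medians in the closing section come from resampling the genes of each list (10000 draws for the range over 6 lists, 100000 for pairs of lists). They cover the spread between genes in these 2 pools and hold no variation between mice, pools or arrays. The number of arrays limits the precision of all values. Counts were made at a fixed size of 2-fold. Gene lists of cell types and pathways (48, with 598 symbols together with 2 lists added later) were written before the data were examined. Of these symbols, 545 had a named probe set. The median log2 ratio of a list's members with a fold was placed as a percentile among 10000 random lists of the same size drawn from 20 bins of mean signal, for lists with enough members with a fold. The 2 added lists, of glandular epithelium markers and milk protein genes, were written after the lowest ratios had been seen.

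Genes are named in the text by a rule set before the data were examined, which takes each gene the paper names, the 12 highest and 12 lowest folds, the 12 largest bounds in each direction, and, in each list described, 2 to 4 members with the largest ratios and those with the highest signal. Some lists have fewer members named than this. The ratios printed in Table 1 had been read by then. Probe sets without a gene, the probe sets above a ratio of 17 outside Table 1, those with the lowest plain ratios, and some further list members were chosen after their values were seen. The targets of Table 1 were matched by the sequence identifier printed there, and CSF3 by its symbol, since the identifier printed for it belongs in the annotation to its receptor gene, Csf3r.

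Alternatives set before the data were examined were scaling each array by its median, quantile normalization, scaling on the hybridization spike-ins, a floor at the 15000th highest signal of each array, no floor, each array's floor added as a pseudocount, the median over the probe sets of a gene, leaving out probe sets whose names end in _x_at or _s_at, a size of 3-fold, and list medians with bounds included. List medians without the targets of Table 1 were added after the values had been seen. The gene step was tested on a simulated pair of arrays made from the control signals of 18193 genes with a noise of 0.2 (SD, log2). All 50 genes given a log2 change of 3 were recovered at 2-fold or more, as were all 50 at -3, all 50 at 1.5 and all 50 at -1.5, and 0 of 10776 measured unchanged genes passed. With noise this far below the changes and the 2-fold limit, and below the pooled SD of 0.33 between probe sets of a gene, this checks the computation alone and gives no rate of errors for the real arrays. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.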

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

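The genes below are not discussed in the paper and were among the 12 highest folds or the 12 largest bounds in the MSU pool. Above the floor in both pools were Clec4e (13.9-fold higher), Stfa2l1 (13.6-fold), Ccl3 (12.3-fold), S100a9 (12.1-fold), S100a8 (10.6-fold) and Ngp (9.00-fold). The control signals of Stfa2l1, 65.5, and Ngp, 79.0, lay near the floor. The log2 ratio of Stfa2l1, 3.77, became 2.95 against the stricter floor and 2.89 with a pseudocount. That of Ngp, 3.17, became 2.62 and 2.45. Below the floor in the control pool were Ppbp (at least 9.71-fold), Spats2 (at least 7.51-fold), Olfm4 (at least 7.30-fold), Cd177 (at least 7.27-fold), Cxcr2 (at least 7.07-fold), Gm13889 (at least 7.00-fold), Nos2 (at least 6.56-fold) and Gpr84 (at least 6.15-fold). Of these, S100a8, S100a9, Stfa2l1, Clec4e, Cd177 and Cxcr2 are among the 15 mature neutrophil markers measured. Nothing was tested on why these genes were higher.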

How the results depend on the processing

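The alternatives were set before the data were examined, except for leaving the targets of Table 1 out of the lists, which was chosen after seeing the data, and the causes of the shifts were not tested beyond what each alternative does by construction. Over 40 list medians, 355 of 359 alternative values lay within 1.5-fold of the value under the main settings, and for single genes 399 of 459. Not all of these main values are given in the text. These counts do not by themselves show stability. Scaling on the spike-ins shifts each value by 1.37-fold, and scaling by the median by less, so neither could leave the 1.5-fold window. The window also lets small medians turn sign or move by much of their size, as for mast cell markers (-0.51 to -0.16 with a pseudocount). The median of neutrophil precursor granule genes moved further, from 1.31 to 0.0108 with no floor and 0.15 with a pseudocount. So did those of cytokines (2.00 to 0.64 with a pseudocount) and glandular epithelium markers (-0.27 to -0.89 with no floor). Both settings also bring in genes below the floor in both pools, so the cytokine median went from 10 genes to 23. With no floor the cytokine median, over the same 23 genes, was 1.84, so bringing in these genes did not by itself lower it to 0.64. For the other lists the effects of the setting and of the added genes were not separated. Scaling on the spike-ins turned the sign of 9 list medians, all between 0 and 0.46 before, among them those of recruited monocytes (-0.22), the inflammasome list (-0.14), the TREM family (-0.12) and peripheral nerve (-0.32). Medians near 0 also turned for endothelial markers (0.03 with a pseudocount) and MHC class II (0.13 as the median of the probe sets of a gene, 0.07 without probe sets ending in _x_at or _s_at). Of the genes with alternatives computed, Egr1 (-0.03), LRF (-0.11) and Nab2 (-0.09) turned under scaling on the spike-ins, and Fabp3, the only one of these at least 2-fold lower or higher, turned to 0.0472 as the median of its probe sets. Counts of genes at least 2-fold higher and lower, 413 and 478, became 1623 and 1724 with no floor and 200 and 1787 under scaling on the spike-ins, and 217 were lower with a pseudocount. At 3-fold, 164 were higher and 80 lower. Of the 11 matched Table 1 targets, all with plain ratios above 17, 4 kept a fold or bound above 17 against the floor, 3 against the stricter floor and 0 with a pseudocount, and 5 had a plain ratio above 17 under scaling on the spike-ins. Of the 12 probe sets with the lowest plain ratios, 3 were still among the lowest 12 with no floor and 1 with a pseudocount. Without replicates, signals near the floor set the limit of what these 2 arrays can measure.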

Differences from the paper's values

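The ratios of the 11 matched targets of Table 1 and the decreases of TREM-2 and granzyme D were close to the paper's. On the probe set with the highest mean signal of a gene, 4 targets were lower than the paper's values. Hdc was 13.6-fold higher (the paper's ratio is 33.8), TREM-1 7.04-fold (the paper's 31.9), P-selectin 2.88-fold (the paper's 20.1) and Dusp16 2.40-fold (the paper's 19.4). For TREM-1, P-selectin and Dusp16 the gap remained under each of the alternatives run on this value, which were set before the data were examined. The stricter floor, no floor, the median of the probe sets and leaving out probe sets ending in _x_at or _s_at gave unchanged values. Their Table 1 probe sets, with a bound alone, entered none of these values, so these alternatives could not close the gap. For Hdc the gap remained under all but the stricter floor, where the value is a lower bound of 10.7-fold. No value could be given for Hdc without probe sets ending in _x_at or _s_at. On the probe sets matched to Table 1, the plain ratios were 33.9 for Hdc, 31.8 for TREM-1, 20.0 for P-selectin and 19.5 for Dusp16. The other probe sets of P-selectin had plain ratios of 6.34 and 2.88, so its closeness to 20.1 rests on which probe set is taken. The paper's qPCR, which uses no array probe set, also had Hdc and TREM-1 mRNA elevated at 9 h. The gap alone therefore does not show that the paper's ratios are too high.

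The paper counts granzyme D among the 12 most downregulated genes. By plain ratio over all probe sets, with no filter on the change P value, its lower probe set ranked 39 from the lowest, and both of its own probe sets lay below the floor on both arrays.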

Other observations

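Of the tests reported here, those of a dilution of granzyme D, of differences between pairs of resident-cell lists and of a common factor for fat and muscle were chosen after the values had been seen, and those of fat, muscle and epithelium before the list values but after some genes (Retn, Dmd, Thrsp, Lep, Krt8 and Krt7) had been seen.

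The joint list of glycolysis and hypoxia response genes had a median above 0 in the MSU pool, and that of the mitochondrial respiratory chain a median below 0. The difference between these lists was not tested. Of 17 genes of glycolysis and the hypoxia response measured, 9 were at least 2-fold higher and none at least 2-fold lower, among them the glucose transporter Slc2a1 (4.82-fold), the vasodilator peptide Adm (4.78-fold), the lactate exporter Slc16a3 (3.76-fold) and Vegfa (3.41-fold). Of the glycolysis enzymes in this list, Pfkfb3, Pfkp and Pgam1 were at least 2-fold higher. Hk1, Hk2, Aldoa, Pgk1, Pkm and Ldha lay between 1.03-fold (Aldoa) and 1.58-fold (Hk2) higher. The median log2 ratio of the list was 1.14, above all 10000 random lists. Of 13 genes of the mitochondrial respiratory chain, 12 were below a ratio of 1, and Ndufb5 was at least 2-fold lower (2.05-fold), with a median of -0.57 at the 0.05th percentile. Fat and muscle markers were lower in the same pool, with medians of -1.61 and -0.91. Interferon-stimulated genes were lower for 12 of 15 measured, and Ifit3 (3.54-fold), Usp18 (2.45-fold), Ifit2 (2.33-fold) and Ifit1 (2.02-fold) by at least 2-fold, with a median of -0.41 at the 1.66th percentile. The interferon-induced chemokine Cxcl10 was 2.59-fold lower and Cxcl9 at least 2.85-fold higher. All 11 cell cycle genes measured had log2 ratios below 0, but with a median of -0.28, at the 8.00th percentile, and 3 were at least 2-fold lower (Birc5 2.38-fold, Cdk1 2.22-fold and Pcna 2.08-fold).

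Among lipid mediators, the inducible cyclooxygenase Ptgs2 was 8.08-fold higher, the prostaglandin receptor Ptger2 2.70-fold higher, the leukotriene-forming lipoxygenase Alox5 2.02-fold higher and the leukotriene C4 synthase Ltc4s 2.55-fold lower. Lubricin (Prg4), the lubricant of the joint surface, was 3.18-fold higher. Of 19 matrix proteases and inhibitors, 7 were at least 2-fold higher, with Mmp8 at 7.91-fold and the urokinase receptor Plaur at 4.79-fold, and Timp4 was at least 2.16-fold lower. Mmp8 and Mmp9 (3.07-fold higher) are also on the list of mature neutrophil markers. Of 10 genes of urate and purine metabolism measured, 7 lay between the 2-fold limits, with a list median of -0.08 at the 47.3rd percentile, while Nt5e (CD73) was 4.03-fold higher, xanthine dehydrogenase (Xdh) 2.10-fold higher and adenosine deaminase (Ada) 2.09-fold lower. Superoxide dismutase 2 (Sod2) was 3.34-fold higher and the metallothioneins Mt1 and Mt2 2.33- and 2.27-fold higher.

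A hypothesis for the low fat and muscle transcripts is that less of these tissues was left on the MSU membranes at dissection. All 10 adipocyte markers measured in the control pool (100%) and 22 of 24 muscle markers (91.7%) had a ratio below 1, which met the limit set beforehand but restates the pattern and, as judged after the values had been seen, does not decide between less tissue and a lower level in it. The markers did not move equally, with an SD of log2 ratios of 0.69 for fat and 0.78 for muscle against 0.33 between probe sets of the same gene. The lower bounds of these SDs, 0.46 for fat and 0.61 for muscle, also lay above 0.33. The markers thus spread more than probe sets of the same gene did. With 1 array per pool, this does not settle whether the markers of a tissue shared a common factor. For epithelium, 10 of 11 other markers (90.9%) were below 1. The median was -0.27 over the 6 with a fold, at the 13.2nd percentile of random lists. This median leaves out the markers below the floor in the MSU pool such as Krt18. With such markers included, it was -0.89 with no floor but -0.16 with a pseudocount, so that less glandular tissue stays open. A true effect of the crystals on these tissues stays open, since the pools differ in crystals and in dissection together.

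Granzyme D was lower while below the floor in both pools. Of 2847 probe sets with a control signal within 20% of its own, 6 (0.211%), itself included, had a plain ratio as low, and for its other probe set 67 of 3222 (2.08%). On these arrays, scatter of low signals therefore cannot be told apart from a true decrease. The share lay between the limits set beforehand, and the gene had been picked for its low ratio. Each probe set was weighed singly, and the probe set shared with granzyme E, also below the floor, was lower too. The paper reports that this mRNA decreased steadily by qPCR, a measurement that does not rest on these signals. Dilution of membrane RNA by infiltrating cells also stays open, since the lowest median of 6 lists of resident cells was -0.91 and no fold of granzyme D was measured to set against it.

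The medians of the 6 resident-cell lists chosen beforehand for this test, which leave out fat (-1.61), lay between -0.91 for muscle and 0.14 for peripheral nerve, with 3 of 6 below -0.2. If dilution by infiltrating cells were the only cause, these lists would be lower by a like amount, but their medians ranged over 1.04 on the log2 scale, with a 95% interval of 0.72 to 1.91, from resampling the genes and so for the spread between genes only, that reaches below the limit of 1 set beforehand. In these 2 pools dilution alone is argued against for muscle, whose median differed from those of 4 of the other 5 lists with 95% intervals of the same kind, widened for 15 pairs, that left out 0, as from that of the matrix genes by 0.70 (0.19 to 1.55). Among the other 5 lists the medians ranged over 0.65, and no widened interval of 10 pairs left out 0. Without widening, the 95% interval left out 0 for matrix genes minus peripheral nerve (-0.90 to -0.07). It also did for peripheral nerve minus mast cell markers (0.12 to 1.26), and for no other of the 10 pairs. For these lists dilution alone cannot be told apart from unequal changes. Loss of muscle at dissection and an effect of the crystals on muscle stay open.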
